# Responses of Intestinal Microbiota and Immunity to Increasing Dietary Levels of Iron Using a Piglet Model

**DOI:** 10.3389/fcell.2020.603392

**Published:** 2020-12-17

**Authors:** Shuai Chen, Xin Wu, Xia Wang, Yirui Shao, Qiang Tu, Huansheng Yang, Jie Yin, Yulong Yin

**Keywords:** iron overload, pig, diarrhea, immunity, microbiota, *Lactobacillus*

## Abstract

Iron is an essential metal for both animals and microbiota. In general, neonates and infants of humans and animals are at the risk of iron insufficiency. However, excess dietary iron usually causes negative impacts on the host and microbiota. This study aimed to investigate overloaded dietary iron supplementation on growth performance, the distribution pattern of iron in the gut lumen and the host, intestinal microbiota, and intestine transcript profile of piglets. Sixty healthy weaning piglets were randomly assigned to six groups: fed on diets supplemented with ferrous sulfate monohydrate at the dose of 50 ppm (Fe50 group), 100 ppm (Fe100 group), 200 ppm (Fe200 group), 500 ppm (Fe500 group), and 800 ppm (Fe800), separately, for 3 weeks. The results indicated that increasing iron had no significant effects on growth performance, but increased diarrheal risk and iron deposition in intestinal digesta, tissues of intestine and liver, and serum. High iron also reduced serum iron-binding capacity, apolipoprotein, and immunoglobin A. The RNA-sequencing analysis revealed that iron changed colonic transcript profile, such as interferon gamma-signal transducer and activator of transcription two-based anti-infection gene network. Increasing iron also shifted colonic and cecal microbiota, such as reducing alpha diversity and the relative abundance of *Clostridiales* and *Lactobacillus reuteri* and increasing the relative abundance of *Lactobacillus* and *Lactobacillus amylovorus*. Collectively, this study demonstrated that high dietary iron increased diarrheal incidence, changed intestinal immune response-associated gene expression, and shifted gut microbiota. The results would enhance our knowledge of iron effects on the gut and microbiome in piglets and further contribute to understanding these aspects in humans.

## Introduction

Iron is an essential metal for humans and animals, requiring an iron-containing bioactive such as heme protein, enzyme, and iron–sulfur cluster proteins, to maintain essential functions such as sensing, storing, and transporting oxygen, energy metabolism, DNA synthesis, intermediate metabolism and detoxification, and host defense. Iron inadequacy usually causes IDA, and iron deficiency in early life would lead to growth retardation and cognitive disorder (Hershko and Camaschella, 2014). Iron overload, commonly due to the genetic disorder, would induce iron accumulation, contributing to hemochromatosis, cancer, cardiovascular disease, metabolism syndrome, and neurodegenerative disease (Lonnerdal, 2017). Iron is also an indispensable growth factor for microbiota, which complicates with the host to acquire iron for survival (Barton and Acton, 2019). Thus, it is crucial to maintain iron homeostasis, dependent on iron supplementation, absorption, cycling, storage, and interaction between the host and microbiota.

Neonates and infants of humans and animals, such as piglets, are commonly at the risk of iron insufficiency because of high iron requirements, low iron stores, and inadequate dietary supplementation or poor absorptive efficiency. However, excess iron accumulation causes oxidative pressure and further damage to DNA and proteins and peroxide lipids. Prolonged iron supplementation also causes gastroenteric disorder and intestinal microbiota dyshomeostasis and would increase the risk of numerous diseases. Increased body iron stores were recognized as a feature of metabolic syndrome, and high dietary iron levels increased blood glucose levels but decreased HDL cholesterol levels. Excess dietary iron in the high-fat diet increased glucose, insulin, insulin resistance, and liver fat deposition (Choi et al., 2013). Moreover, iron-rich diets, such as red meat, promote the risk of colorectal cancer. In a randomized controlled trial, iron-containing MNP supplementation to 6-month infants for 4 months increased intestinal inflammation and gut pathogen abundance, such as pathogenic *Escherichia coli (E. coli)*, and iron at a dose of 12.5 mg/day in MNPs increased diarrhea risk than that of 2.5 mg/day (Jaeggi et al., 2015). The following controlled intervention trial revealed that MNPs given to 8- to 10-month infants interfered with antibiotic efficiency and promoted the risk of diarrhea (Paganini et al., 2019). As an excellent model for human studies of nutrition, metabolism, neurodevelopment, gut, and microbiota, pigs share many physiological structures and function with humans (Roura et al., 2016; Mudd and Dilger, 2017; Kleinert et al., 2018). Like humans, piglets born with limited iron stores, which will be deficient without exogenous sources, and weaning piglets also suffer from anemic and iron deficiency (Council, 2012; Perri et al., 2016). The dietary iron requirement for post-weaning piglets is recommended at a dose of 80 mg/kg dry matter; however, the dietary iron in commercial feed usually exceed the suggested dose up to three times (Flohr et al., 2016). High dietary iron impairs the gut by increasing intestinal permeability, malondialdehyde abundance, neutrophil infiltration, diarrheal incidence, and reducing villus height of duodenum in weanling pigs; excess iron also disrupts intestinal microbiota, such as enriching coliform bacillus and reducing *Bifidobacterium* spp. in weanling pigs (Lee et al., 2008; Li et al., 2016b). Furthermore, iron uptake is essential to maintain the virulence of pathogens; thus, sequestration of iron is a vital strategy of the host to infection. However, excess iron deposition in the gut bins host’s iron sequestration strategy, leading to pathogen burst to increase the risk of infection and inflammation (Nairz and Weiss, 2020). For example, dietary iron aggravates dextran sulfate sodium-induced colonic inflammation and activates IL-6/IL-11-Stat3 signaling-induced colonic cancer development in mice (Carrier et al., 2006; Chua et al., 2013). Although these studies demonstrated the adverse effects of iron overload on the metabolism of glucose and lipid metabolism, inflammation, and microbiota, few studies revealed the deposition of dietary iron in different intestinal anatomical regions and the region-specific response of the microbiota and intestine.

This study aimed to analyze the effect of dietary gradient iron supplementation on the distribution pattern of iron in the gut lumen and body, intestinal microbiota, and intestine gene expression profile. The results would enhance our knowledge of iron distribution and its effects on the gut and microbiome in piglets and further contributes to the understanding these aspects in humans.

## Materials and Methods

### Animals and Experiment Design

Sixty healthy weaning piglets (Duroc × Landrace × Landrace, 21 days old, average body weight 6.58 kg), purchased from a commensal farm (Hunan New Wellful, Co., Ltd., Changsha, China), were randomly assigned to six groups: Fe50, Fe100, Fe200, Fe500, and Fe800 groups (Figure 1A). The piglets in the Fe50 group were fed on a corn and soybean meat-based diet [Supplementary Table 1, a formula modified according to NRC 2012 (Council, 2012)], according to our previous study (Zhou et al., 2017), supplemented with 50 ppm ferrous sulfate, while the diets of piglets in Fe100, Fe200, Fe500, and Fe800 were fed our formula supplemented with 100, 200, 500, and 800 ppm ferrous sulfate monohydrate, separately. The piglets were housed individually in an environmentally controlled facility with hard plastic slatted flooring and maintained at an ambient temperature of 25 ± 2°C with free access to diets and drinking water. This experiment was last for 21 days. The body weight, feed intake, and fecal score were detected weekly, and the feed conversation ratio was calculated. The fecal consistency score was assessed by a modified method according to our previous study (Wang et al., 2019): 1 = solid, 2 = pasty, and 3 = liquid. The piglets were sacrificed on day 21 to collect blood, liver tissue, intestinal tissue (including duodenum, jejunum, ileum, and colon), and digesta of cecum and colon. The blood was centrifuged at 3,000 rpm for 10 min for serum separation. All the samples were snap-frozen in liquid nitrogen and stored at −80°C before further processing. The Animal Welfare Committee of the Institute of Subtropical Agriculture, Chinese Academy of Sciences, approved all the animal experimental procedures.

**FIGURE 1:**
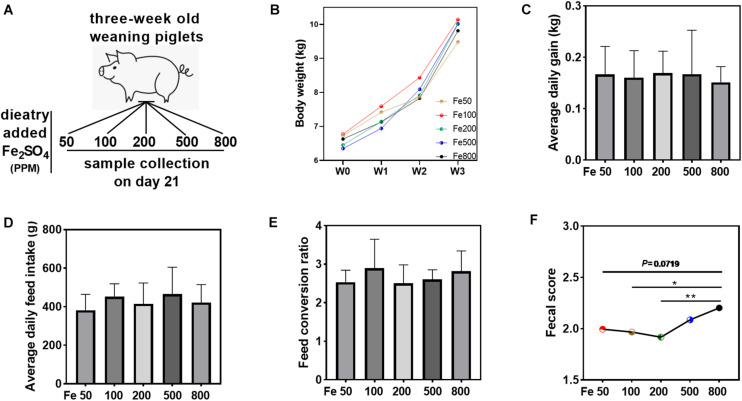
Dietary iron had no significant effects on the growth performance but increased fecal consistency score. Growth performance and fecal consistency scores were evaluated in each group. Schematic showing dietary iron treatment of each group **(A)**. Body weight **(B)**, average daily gain **(C)**, average daily feed intake **(D)**, and feed conversion ratio **(E)** were similar among the five groups. The average fecal score of the 21 days **(F)** in the Fe800 group was also higher than that in the other groups. Ordinary one-way ANOVA or Kruskal–Wallis test was used for the statistical analysis among different groups. Data were presented as mean ± SD. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01.

### Iron Status Analysis

Iron levels in duodenal, jejunal, ileal, colonic, liver tissues, and the digesta of jejunum, ileum, cecum, colon, and feces were determined by inductively coupled plasma optical emission spectrometry (ICP-OES; ICP 720 ES; Agilent, United States) according to our previous study (Zhang et al., 2017). The intestinal digesta was freeze dried before assessed. Briefly, the samples were weighed in triplicate, subjected to acid digestion, dried at 260°C, and redissolved in 5 ml of 1% HNO_3_. Then, the samples were diluted with 1% HNO_3_ and subjected to ICP analyses after dilution.

### Conventional Biochemical Measurements

Blood hemoglobin level was tested by the BeneCheck Hemoglobin Test System (BeneCheck, Taiwan, China). Several blood parameters related to the glucose, lipid, and iron metabolism and liver and kidney function were analyzed by Cobas c 311 analyzers (Roche Analytic Instruments, Nutley, NJ, USA.) according to the manufacturer’s instructions. The detected blood parameters were as follows: iron, calcium, magnesium, unsaturated iron-binding capacity, transferrin, soluble transferrin receptors, ceruloplasmin, glucose, total bile acids, triglyceride, cholesterol, HDL, LDL, apolipoprotein, lipoprotein, total protein, alanine aminotransferase, aspartate aminotransferase, albumin, immunoglobin A, IgM, IgG, ureal, uric acid, and creatinine.

### 16S rDNA Sequencing Analysis of Cecal and Colonic Microbiota

16S rDNA sequencing of cecal and colonic microbiota was used for intestinal microbiota analysis according to our previous study (Wu et al., 2020). Briefly, the DNA was extracted from cecal and colonic digesta by Qiagen QIAamp DNA Stool Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s recommendation. The V3 to V4 regions of bacterial 16S rDNA were selected to analyze using Illumina MiSeq sequencing. The library was generated and sequenced to produce 400 base pair/600 base pair single-end reads. Single-end reads were assigned to the samples based on their unique barcode, and then their barcode and the primer sequence were removed. Sequence analysis was following quality filtering. The sequences with more than 97% similarity were clustered to the same OTU by UPARSE software (v7.0.1001^1^). RDP Classifier (V2.2, Michigan State University Board of Trustees, East Lansing, MI, United States) was used for species annotations, based on the GreenGene database^2^. The MUSCLE software (Version 3.8.31) was used to analyze the phylogenetic relationships of different OTUs to reveal differences among samples and groups and for multiple-sequence alignments. The OTUs were normalized for subsequent analysis of the alpha diversity, beta diversity, and the environmental-factor correlation analysis. The 16S rDNA sequencing and data analysis were performed by a commercial company (Novogene, Co., Ltd., Beijing, China).

### RNA-Seq-Based Reference Transcriptome Analysis of Colonic Tissue

RNA isolation was processed according to our previous study (Chen et al., 2014). Briefly, total RNA was isolated from the liquid nitrogen-frozen colon by TRIZOL regents (Invitrogen, United States) and then treated with DNase I (Invitrogen, United States) according to the manufacturer’s instructions. After quantification and qualification, the RNA was used to generate sequencing libraries by NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, United States) according to the manufacturer’s protocol and then index coded. The index-coded samples were clustered using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) on a cBot Cluster Generation System following the manufacturer’s recommendation and then sequenced on an Illumina Novaseq platform. One hundred fifty base pair paired-end reads were generated for the following data analysis. Hisat2 (v2.0.5) was used for read mapping to the reference genome. FPKM of each gene was calculated after counting the read numbers of each mapped gene using feature Counts (v1.5.0-p3). After gene expression level quantification, DEG analysis was performed by the DESeq2 R package (1.16.1), and *P*-value < 0.05 was assigned as differential expression. The clusterProfiler R package was used to implement Gene Ontology (GO) enrichment analysis and KEGG enrichment analysis of DEGs. PPI analysis of DEGs was based on the STRING database and further analyzed and visualized by Cytoscape (v3.8.0). The whole transcriptome sequencing and data analysis were performed by a commercial company (Novogene, Co., Ltd., Beijing, China).

### Statistical Analyses

The data were preprocessed with Excel 2019 (Microsoft, Redmond, United States). Word 2019 software (Microsoft, Redmond, United States) was used to prepare tables, and GraphPad Prism 8.0 (GraphPad Software, Inc., La Jolla, CA, United States) was used in statistical analysis and figure generation. Ordinary one-way ANOVA or Kruskal–Wallis test was used for the statistical analysis among different groups. Unpaired *t*-test was used to statistically analyze between two groups if the data followed a normal distribution; otherwise, the Wilcoxon signed-rank test was used for the analysis. The results were presented as mean ± standard deviation (SD) or mean ± standard error of the mean (SEM), and *P*-value < 0.05 was considered as statistically significant.

## Results

### Dietary Iron Had No Significant Effects on the Growth Performance but Increased Fecal Consistency Score

Growth performance and fecal consistency scores were evaluated to assess the effects of iron on the growth and diarrheal incidence of the piglets. The results indicated that growth parameters, including body weight, average daily gain, average daily feed intake, and feed conversion ratio, were similar among the five groups (Figures 1B–E). The daily fecal score was shown in Supplementary Figure 1A, and the fecal score on day 21 was significantly higher in the Fe800 group than in other groups (Supplementary Figure 1B). Meanwhile, the average fecal score on the 21 days in the Fe500 group was also higher than in the other groups (Figure 1F).

### Dietary Iron Increased Iron Deposition in Intestinal Digesta, Intestine, Liver, and Serum

The iron concentration in the jejunal digesta was similar among different groups (Figure 2A). Iron levels of ileal, cecal, and colonic digesta and feces in the Fe800 group was significantly higher than in the Fe50, Fe100, Fe200 groups, and iron abundance of cecal and colonic digesta and feces in the Fe500 group was also higher compared to Fe50, Fe100, and Fe200 groups (Figures 2B–E). The iron content in duodenum, jejunum, colon, liver, and serum went up from the Fe50 to Fe800 group (Figures 2F,J), but not in the ileum (data not shown). Jejunal iron in the Fe800 and Fe500 groups was significantly higher than those of the other three groups and also higher in the Fe500 group than in the Fe50 and Fe100 groups (Figure 2G). Colonic iron in the Fe800 group was higher than that of the other four groups (Figure 2H). Liver iron in the Fe800, Fe500, and Fe200 groups was significantly increased than in the Fe50 group (Figure 2I). Serum iron in the Fe800 group was much higher than in the Fe50–200 groups (Figure 2J).

**FIGURE 2:**
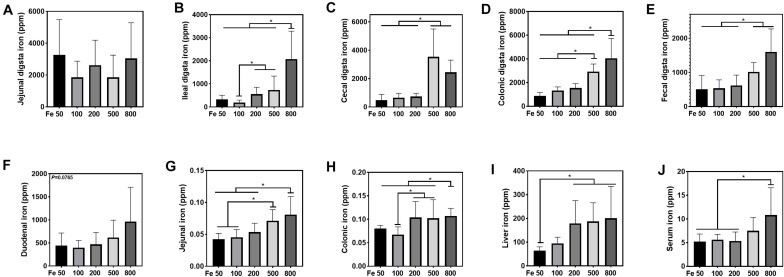
Dietary iron increased iron deposition in intestinal digesta, intestine, liver, and serum. The iron concentration in the jejunal digesta **(A)** was similar among different groups. Iron levels of ileal **(B)**, cecal **(C)**, and colonic digesta **(D)** and feces **(E)** in the Fe800 group were significantly higher than those in the Fe50, Fe100, and Fe200 groups, and iron abundance of cecal and colonic digesta and feces in the Fe500 group was also higher compared with that in the Fe50, Fe100, and Fe200 group. Tissue iron content in the duodenum **(F)**, jejunum **(G)**, colon **(H)**, liver **(I)**, and serum **(J)** went up from Fe50 to Fe800. Ordinary one-way ANOVA or Kruskal–Wallis test was used for the statistical analysis among different groups. Data were presented as mean ± SD. *P < 0.05.

### Dietary Iron Downregulated Serum Unsaturated Iron-Binding Capacity, Apolipoprotein, and Immunoglobin A

Serum UIBC went down in the Fe50 to Fe800 group, and UIBC in the Fe50 group was higher than in the Fe800 group (Figure 3T). HB, STFR, and CER were similar among all the groups (Figures 3Q–S). Serum GLU, OTBA, TG, CHOL, HDL, LDL, TP, ALT, AST, ALB, IgG, and IgM were the same among all the groups (Figures 3A–F,H–K,M,N), but APOA (Figure 3G) and IgA (Figure 3L) were downregulated with dietary iron increasing. Kidney function-related serum BUN and CREA were also similar among all the groups (Figures 3O,P). TSFR and LPA were not detectable in this study.

**FIGURE 3:**
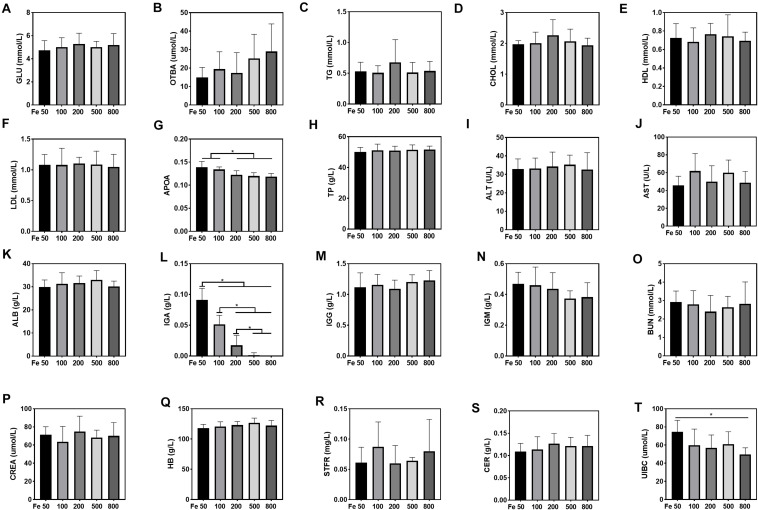
Dietary iron downregulated serum unsaturated iron-binding capacity (UIBC), apolipoprotein (APOA), and immunoglobin A (IGA). Serum glucose (GLU), total bile acids (OTBAs), triglyceride (TG), CHOL, high-density lipoprotein (HDL), low- density lipoprotein (LDL), total protein (TP), alanine aminotransferase (ALT), aspartate amino transferase (AST), albumin (ALB), IgG, and IgM were the same among all the groups **(A–F,H–K,M,N)**. Serum APOA **(G)** and IgA **(L)** were downregulated with dietary iron increasing. Blood HB and serum soluble transferrin receptor (STFR) and ceruloplasmin (CER) were similar among all the groups **(Q–S)**. Serum UIBC **(T)** went down from the Fe50 to Fe800 groups, and UIBC in the Fe50 group was higher than in the Fe800 group. Serum BUN **(O)** and CREA **(P)** were also similar among all the groups. Ordinary one-way ANOVA or Kruskal–Wallis test was used for the statistical analysis among different groups. Data were presented as mean ± SD. *P < 0.05.

### Dietary Iron Shifted Gut Microbiology

The data, including Raw reads, Clean Reads, Base, AvgLen, Q20, GC%, and Effective%, were generated from 16S RNA sequencing of 38 colonic digesta samples (Supplementary Table 2) for following OUT clustering and taxonomy annotation analysis. 1464 OTUs were detected, and 640 OTUs were the core OUTs shared among the five groups, while 96, 111, 64, 33, and 37 OTUs were specifically enriched in the Fe50, Fe100, Fe200, Fe500, and Fe800 groups, individually (Supplementary Figure 2A). The rarefaction curve (Supplementary Figure 2B) and Good’s-coverage (Table 1) indicated that the sequencing data met the demand for further analysis. Alpha diversity indexes, including Chao, ACE, Shannon, and Simpson, were decreased with increasing iron supplementation, revealing that both microbial community richness and diversity were reduced by high dietary iron (Table 1). The top 10 taxa at each level of colonic microbiota were listed in Table 2. The relative abundances of Bacilli (class level), Lactobacillales (order level), Lactobacillaceae (family level), and *Lactobacillus* (genus level) were upregulated with dietary iron increasing, while Clostridia (class level), Clostridiales (order level), Ruminococcaceae, Lachnospiraceae, Christensenellaceae (family level), and *Ruminococcaceae_UCG-005* (genus level) were downregulated by dietary iron increasing. In the species level, the relative abundance of colonic *Lactobacillus amylovorus (L.amy)*, and *Lactobacillus reuteri (L.reu)* were dominant (Figure 4A). The relative abundance of *L.amy* went down with iron supplementation increasing, while *L.reu* went up (Figures 4B,C). *L.amy* was significantly higher in the other groups than in the Fe50 group and was more enriched in the Fe200, Fe500, and Fe800 groups than that in the Fe100 group (Figure 4B). *L.reu* was significantly augmented in the Fe500 group than in the Fe50 group (Figure 4C), and *E. coli* was not changed among the five groups (Figure 4D). Correlation analysis indicated that the abundance of *L.amy*, *Lactobacillus coleohominis*, and *Lactobacillus iners* were positively correlated with the iron concentration of colonic digesta, while the abundance of *L.reu*, *Streptococcus gallolyticus*, and *Dorea longicatena* were negatively correlated with the colonic digesta iron concentration (Figure 4E). The cecal microbiota in the Fe50, Fe500, and Fe800 groups was also analyzed to support the findings from colonic microbiota analysis, and the changes in microbiota of the cecum was similar with the results from colonic microbiota. Compared with those in the Fe50 group, alpha diversity indexes were significantly decreased in the Fe500 and Fe800 groups, and *Lactobacillus* was also dominant and higher in the Fe800 group than in the Fe50 group (Supplementary Table 4, Supplementary Figure 2C). Compared with those in the Fe50 group, *L.amy* was higher in the Fe500 and Fe800 groups, and *L.reu* was lower in the Fe500 group (Figures 4F,G). And *E. coli* was also similar among the three groups (Supplementary Figure 2D). Correlation analysis also demonstrated that iron concentration in cecal digesta positively and negatively correlated with *L.amy* and *L.reu*, separately (Figure 4H).

**TABLE 1:** Alpha diversity indices of the colonic microbiota of piglets.

	**Fe50**	**Fe100**	**Fe200**	**Fe500**	**Fe800**	**SEM**	***P*-value**
Goods_coverage	0.999	0.999	0.999	0.999	0.999	0.0001	-
Shannon	5.493^a^	5.455^a^	5.000^a^	4.589^ab^	3.983^b^	0.390	0.007
Simpson	0.904^a^	0.887^a^	0.861^ab^	0.823^ab^	0.790^b^	0.0384	0.073
Chao1	513.465^a^	438.437^ab^	443.219^ab^	443.013^ab^	360.0693^b^	39.849	0.056
ACE	523.693^a^	450.541^ab^	487.018^ab^	454.794^ab^	371.591^b^	38.282	0.024

*Goods_coverage, richness estimator (Chao1 and ACE), and diversity estimator (Shannon and Simpson) were analyzed by mothur software of the piglets from the Fe50 (*n* = 8), Fe100 (*n* = 8), Fe200 (*n* = 8), Fe500 (*n* = 6), and Fe800 (*n* = 6) groups. Ordinary one-way ANOVA or Kruskal–Wallis test was used for the statistical analysis among the different groups. Data were presented as mean ± SEM. Means in a row that have no superscript shared are significantly different from each other (*P* < 0.05).*

**TABLE 2:** The top 10 taxa at the phylum, class, order, family, and genus level of colonic microbiota.

**Taxonomy**	**Fe50**	**Fe100**	**Fe200**	**Fe500**	**Fe800**	**SEM**	***P*-value**
**Phylum**							
Firmicutes	0.9001	0.9020	0.9034	0.9127	0.9409	0.0158	0.6079
Bacteroidetes	0.0592	0.0614	0.0571	0.0527	0.0342	0.0128	0.5260
Proteobacteria	0.0024	0.0032	0.0085	0.0015	0.0134	0.0005	0.1113
Spirochaetes	0.0127	0.0114	0.0061	0.0088	0.0029	0.0012	0.4731
Actinobacteria	0.0040	0.0072	0.0065	0.0053	0.0015	0.0003	0.4461
Tenericutes	0.0143	0.0078	0.0148	0.0146	0.0044	0.0018	0.1412
Cyanobacteria	0.0043	0.0059	0.0025	0.0018	0.0011	0.0006	0.3213
Saccharibacteria	0.0021	0.0009	0.0007	0.0023	0.0016	0.0002	0.5717
Verrucomicrobia	0.0005	0.0000	0.0001	0.0000	0.0000	0.0000	0.2362
Chlamydiae	0.0000	0.0000	0.0000	0.0000	0.0000	0.0000	0.9279
**Class**							
Bacilli	0.3610^c^	0.4572^b^	0.4856^b^	0.4452^b^	0.7503^a^	0.0413	0.0031
Clostridia	0.5104^a^	0.3989^b^	0.3729^b^	0.4374^b^	0.1780^c^	0.0332	0.0010
Erysipelotrichia	0.0268	0.0427	0.0409	0.0284	0.0122	0.0017	0.7686
Bacteroidia	0.0591	0.0612	0.0571	0.0527	0.0342	0.0128	0.7187
Gammaproteobacteria	0.0014	0.0022	0.0063	0.0013	0.0127	0.0006	0.1493
Epsilonproteobacteria	0.0007	0.0007	0.0015	0.0000	0.0006	0.0000	0.6812
Unidentified_Spirochaetes	0.0127	0.0114	0.0061	0.0088	0.0029	0.0012	0.4731
Mollicutes	0.0143	0.0078	0.0148	0.0146	0.0044	0.0018	0.1412
Unidentified_Actinobacteria	0.0002	0.0019	0.0029	0.0024	0.0004	0.0001	0.6667
Coriobacteriia	0.0038	0.0053	0.0036	0.0029	0.0011	0.0002	0.2964
**Order**							
Lactobacillales	0.361^c^	0.4571^b^	0.4855^b^	0.4452^b^	0.7501^a^	0.0413	0.0032
Clostridiales	0.5100^a^	0.3987^b^	0.3729^b^	0.4374^ab^	0.1779^c^	0.0331	0.0009
Erysipelotrichales	0.0268	0.0427	0.0409	0.0284	0.0122	0.0017	0.5534
Bacteroidales	0.0591	0.0612	0.0571	0.0527	0.0342	0.0128	0.7187
Enterobacteriales	0.0008	0.0013	0.0053	0.0004	0.0085	0.0003	0.4038
Campylobacterales	0.0007	0.0007	0.0015	0.0000	0.0006	0.0000	0.6812
Spirochaetales	0.0127	0.0114	0.0061	0.0088	0.0029	0.0012	0.4731
Mollicutes_RF9	0.0142	0.0077	0.0148	0.0146	0.0043	0.0018	0.1406
Coriobacteriales	0.0038	0.0053	0.0036	0.0029	0.0011	0.0002	0.2964
Pasteurellales	0.0005	0.0006	0.0008	0.0009	0.0041	0.0003	0.8905
**Family**							
Lactobacillaceae	0.3521^c^	0.4554^b^	0.4834^b^	0.4422^b^	0.7451^a^	0.0428	0.0033
Clostridiaceae_1	0.0923	0.0270	0.0196	0.0904	0.0094	0.0039	0.2508
Ruminococcaceae	0.2544^a^	0.2635^a^	0.2479^a^	0.2353^a^	0.121^b^	0.0201	0.0303
Erysipelotrichaceae	0.0268	0.0427	0.0409	0.0284	0.0122	0.0017	0.5534
Peptostreptococcaceae	0.0034	0.0020	0.0014	0.0092	0.0013	0.0006	0.2217
Lachnospiraceae	0.1018^a^	0.0784^ab^	0.0813^ab^	0.0797^ab^	0.0341^b^	0.0052	0.0255
Enterobacteriaceae	0.0008	0.0013	0.0053	0.0004	0.0085	0.0003	0.4038
Christensenellaceae	0.0501^a^	0.0215^ab^	0.0152^ab^	0.0170^ab^	0.0090^b^	0.0039	0.0154
Bacteroidales_S24-7_group	0.0258	0.0297	0.0220	0.0271	0.0181	0.0073	0.9648
Streptococcaceae	0.0088	0.0017	0.0021	0.0029	0.0048	0.0005	0.3046
**Genus**							
*Lactobacillus*	0.3521^c^	0.4554^b^	0.4834^b^	0.4422^b^	0.7451^a^	0.0428	0.0033
Clostridium_sensu_stricto_1	0.0907	0.0265	0.0181	0.0887	0.3768	0.0039	0.2551
*Subdoligranulum*	0.0184	0.0557	0.0393	0.0276	0.0130	0.0038	0.1211
*Romboutsia*	0.0007	0.0002	0.0001	0.0035	0.0091	0.0000	0.3648
*Faecalibacterium*	0.0111	0.0294	0.0275	0.0352	0.0061	0.0028	0.4615
Ruminococcaceae_UCG-014	0.0553	0.0566	0.0506	0.0698	0.0243	0.0105	0.6604
Lachnospiraceae_XPB1014_group	0.0446	0.0125	0.0243	0.0370	0.0232	0.0031	0.2903
*Escherichia–Shigella*	0.0008	0.0013	0.0053	0.0004	0.0089	0.0003	0.4043
Ruminococcaceae_UCG-005	0.0472^a^	0.0188^ab^	0.0146^ab^	0.0168^ab^	0.0088^b^	0.0046	0.0154
*Streptococcus*	0.0088	0.0017	0.0021	0.0029	0.0070	0.0005	0.3034

*The top 10 microbial population at different taxonomy levels in the colon of piglets from the Fe50 (*n* = 8), Fe100 (*n* = 8), Fe200 (*n* = 8), Fe500 (*n* = 6), and Fe800 (*n* = 6) groups. Ordinary one-way ANOVA or Kruskal–Wallis test was used for the statistical analysis among the different groups. Data were presented as mean ± SEM. Means in a row that have no superscript shared are significantly different from each other (*P* < 0.05).*

**FIGURE 4:**
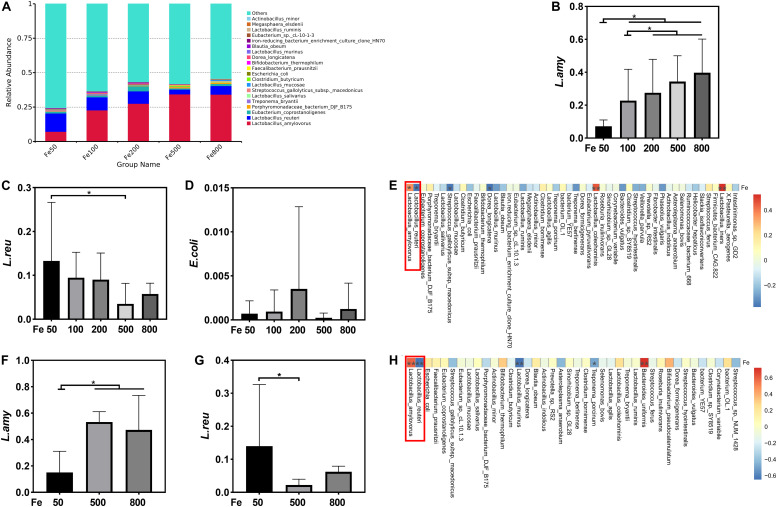
Dietary iron shifted gut microbiology. The relative abundance of *Lactobacillus amylovorus* (*L.amy)* and *Lactobacillus reuteri* (*L.reu)* were dominant in the colon at the species level **(A)**. *L.amy* was significantly higher in the other groups than in the Fe50 group and was more enriched in the Fe200, Fe500, and Fe800 groups than that of the Fe100 group **(B)**. *L.reu* was significantly augmented in the Fe500 group than in the Fe50 group **(C)**, and *Escherichia coli* was not changed among the five groups **(D)**. Correlation analysis indicated that the abundance of *L.amy*, *Lactobacillus coleohominis*, and *Lactobacillus iners* were positively correlated with the iron concentration of colonic digesta, while the abundance of *L.reu*, *Streptococcus gallolyticus*, and *Dorea longicatena* were negatively correlated with the colonic digesta iron concentration **(E)**. Compared with that in the Fe50 group, *L.amy* was higher in the Fe500 and Fe800 groups **(F)**, and *L.reu* was lower in the Fe500 group **(G)**. Correlation analysis also demonstrated that cecal digesta iron positively and negatively correlated with *L.amy* and *L.reu*, separately **(H)**. Ordinary one-way ANOVA or Kruskal–Wallis test was used for the statistical analysis among different groups. Data were presented as mean ± SD. *P < 0.05.

### Dietary Iron Changed Colonic Transcript Profiles

We used an RNA-Seq-based reference transcriptome analysis method to evaluate the effect of dietary iron on colonic gene expression. 

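Colonic gene expression was measured by RNA sequencing in 5 piglets of the Fe50 group, whose feed had 50 ppm ferrous sulfate added, and 5 piglets of the Fe800 group, whose feed had 800 ppm added, for 21 days. The authors mapped the reads with HISAT2 2.0.5, counted reads per gene with featureCounts 1.5.0-p3 and deposited FPKM values (fragments per kilobase of gene length, scaled to a library total), with 1 library per replicate. Each library lists 40931 genes, of which 25879 carry an Ensembl identifier and 15052 are unannotated loci. The genome build and the strand setting of the counting are not given in the sources used here. FPKM multiplied by gene length was a whole multiple of a fixed step for 100% of the values (tolerance 0.01), so the reads behind each value could be recovered. These came to 3834381 to 4569508 reads per library in Fe50 (median 4048525) and 3981445 to 5035529 in Fe800 (median 4421589). The library total behind the FPKM scaling was not equal to these sums, with a median of 1.06 times them. Fe800 was compared with Fe50 by limma, with a variance trend, on log2(FPKM + 0.1) for the 21864 genes with a mean FPKM of at least 0.1. Fold changes are therefore on the log2(FPKM + 0.1) scale, which understates the change of low genes. Genes are described as higher or lower at the study's thresholds, an unadjusted p under 0.05 with an absolute log2 fold change over 1, and adjusted p-values follow Benjamini and Hochberg. The exact permutation test of 5 against 5 libraries has 252 splits and a smallest two-sided p of 0.00794. Of 22342 protein-coding genes, 11692 (52.3%) overlap an unannotated locus on the same strand, and many such genes are listed near 0 although the colon uses them. The epithelial genes EPCAM and VIL1, the T cell gene CD3E and the ferritin genes FTH1 and FTL are listed at 0 in every library, and such genes are not interpreted as silent. XIST, the RNA that coats the inactive X chromosome in females, was listed above 0 in Fe50 replicates 3, 4 and 5 and in Fe800 replicate 4, and at 0 in the other 6 libraries.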

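All 10 libraries listed a similar number of genes above 0, from 20704 to 21974 in Fe50 and from 21150 to 22373 in Fe800. Spearman correlations of log2(FPKM + 0.1) between libraries ranged from 0.801 to 0.879. Fe50 replicate 4 stood apart from the rest on the first principal component, which held 17.8% of the variance, and Fe800 replicate 5 on the second, which held 12.9%. The paper's clean reads per library are 26761684 to 29745789 for Fe50 and 27854915 to 34544148 for Fe800. The paper's Q30, a percentage of bases by sequencing quality, is 91.71 to 92.43 in Fe50. It is 94.53 to 95.19 in 4 Fe800 libraries and 91.04 in the remaining Fe800 library. The paper's Q20 is 96.80 to 97.10 in Fe50 and 96.23 to 96.72 in Fe800.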

Data preprocessing statistics and quality control of RNA-sequencing were shown in Supplementary Table 5. More than 25,000 gene expressions were detected and quantitated, and 424 genes were DEGs, including 254 upregulated and 170 downregulated (Figure 5A). 

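At the study's thresholds, 348 genes were higher and 194 were lower in the colon of Fe800 piglets than of Fe50 piglets. Protein-coding genes made up 153 of the higher and 75 of the lower genes, and unannotated loci 169 and 99. Among the higher genes with a known name were NEURL3, PTPRO, IL27 and EMB, and among the lower ones GIF, which encodes gastric intrinsic factor. IL27, a cytokine of antigen-presenting cells, had an FPKM of 0.469 ± 0.206 (SD, n = 5) in Fe50 and 1.81 ± 0.641 (SD, n = 5) in Fe800, a log2 fold change of 1.76 (exact permutation p = 0.00794) that rests on a mean of 2.31 and 8.83 scaled reads per library. EMB, a cell adhesion molecule, had an FPKM of 0.640 ± 0.143 (SD, n = 5) in Fe50 and 1.73 ± 0.509 (SD, n = 5) in Fe800. At an adjusted p under 0.05 from limma, 1 locus was higher and 1 was lower. Both are unannotated loci with at most 2 reads in any library, and each is listed at 0 in all 5 libraries of 1 group. At an unadjusted p under 0.05 with no limit on the fold change, 688 genes were higher and 361 lower, 1049 in all, where 1093 would be called by chance among the 21864 genes tested. With a pseudocount of 1 in place of 0.1, 91 genes were higher and 61 lower at the study's thresholds. Above 0 in at least 1 library were 27630 genes, of which 16169 have an Ensembl identifier.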

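Of the 20 genes that Table 3 gives as upregulated, all 20 had a higher mean of log2(FPKM + 0.1) in Fe800, and 19 were higher at the study's thresholds. All 20 genes given as downregulated had a lower mean, and 14 were lower at those thresholds. The higher genes include interferon-induced and macrophage genes. IFIT1, an interferon-induced antiviral protein (chromosome 14, 101213979 to 101251108), had an FPKM of 19.4 ± 9.65 (SD, n = 5) in Fe50 and 48.0 ± 16.1 (SD, n = 5) in Fe800, a log2 fold change of 1.39 (standard error 0.32, exact permutation p = 0.00794). IFIT5, its neighbour on chromosome 14 (101254658 to 101267659), went from 43.1 ± 22.5 to 91.4 ± 24.2 (SD, n = 5 each), a log2 fold change of 1.18 (exact permutation p = 0.0238). IFNG, the gene of interferon-gamma (chromosome 5, 32475132 to 32483446), had 1.13 ± 0.416 in Fe50 and 3.08 ± 1.40 in Fe800 (SD, n = 5 each), and each Fe800 library lay above each Fe50 library (exact permutation p = 0.00794). The endosomal RNA sensor TLR8 (chromosome X, 9601178 to 9616757) had a log2 fold change of 1.28 (exact permutation p = 0.0159), and ITGBL1, an integrin beta-like protein on chromosome 11, one of 1.24. C1QA, a complement component made by macrophages, had an FPKM of 142 ± 55.0 in Fe50 and 320 ± 116 in Fe800, and MS4A7 had 5.15 ± 2.32 and 13.2 ± 4.14 (SD, n = 5 each). OXTR, the oxytocin receptor, was at 3.11 to 4.28 FPKM in Fe800 replicates 2, 3 and 5 and at or below 0.0718 in the other 7 libraries. Its exact permutation p was 0.0952.

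GIF, on chromosome 2 from 11655587 to 11677065, fell from 4.80 ± 4.04 to 0.481 ± 0.192 FPKM (SD, n = 5 each), a log2 fold change of -2.79 (exact permutation p = 0.00794). SERPINB1, an inhibitor of neutrophil proteases on chromosome 7, had 1.23 ± 0.754 FPKM in Fe50 and 0.459 ± 0.159 in Fe800 (SD, n = 5 each), a log2 fold change of -1.10 (exact permutation p = 0.0317). CCL22, a chemokine of dendritic cells and macrophages on chromosome 6, had 23.0 ± 24.2 FPKM in Fe50 and 8.69 ± 2.69 in Fe800 (SD, n = 5 each), with 65.6 in Fe50 replicate 4, and did not pass the thresholds (log2 fold change -0.99, exact permutation p = 0.103). Of the 40 genes, 11 upregulated and 4 downregulated ones reached the smallest exact p, and 18 upregulated and 9 downregulated ones kept an unadjusted p under 0.05 when any 1 library was left out. The study chose the genes of Table 3 on the same samples, so their direction and these counts are not independent evidence. The smallest adjusted p from limma was 0.714 among the upregulated and 0.481 among the downregulated genes. The p-values of Table 3 come from DESeq2 on counts, a model not run here, and were not compared. These adjusted values therefore do not show whether a gene of Table 3 would pass in that model. The spans of 5 of the upregulated and 10 of the downregulated genes, with IFIT1, TLR8, SERPINB1 and CCL22 among them, overlap an unannotated locus on the same strand.

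**Figure D1:**
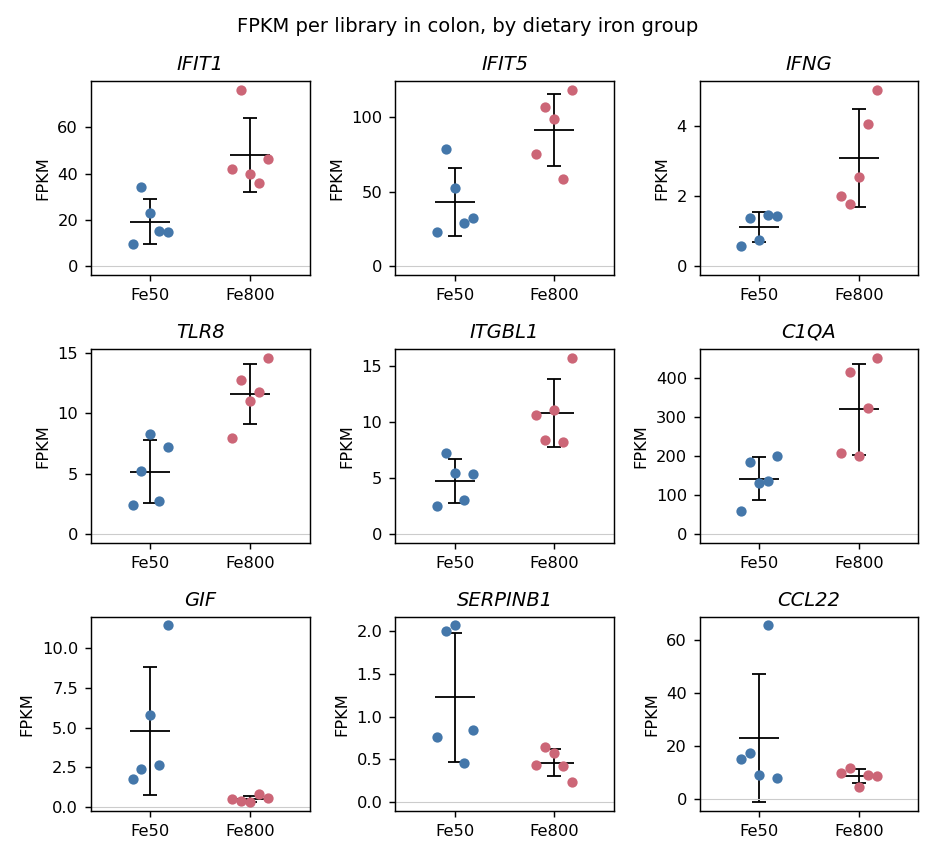
FPKM (vertical axis, linear) of 9 genes in each colon library of the Fe50 and Fe800 groups; points are libraries, the long bar is the mean and the whiskers are 1 SD (n = 5 per group). All Fe800 libraries lie above all Fe50 libraries for IFIT1, IFNG, ITGBL1 and C1QA and below them for GIF, while the Fe50 mean of CCL22 rests on the library at 65.6.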

The top 20 up/downregulated genes, including IFIT1, ITGBL1, IFNG, TLR8, IFIT5, SERPINB1, and CCL22, were presented in Table 3. 

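Of 197 genes of G-protein-coupled receptors with a symbol that were tested, listed before the data were examined, 8 were higher and 0 were lower at the study's thresholds, against 166 called of 10115 genes with a symbol. The odds ratio was 2.61 (95% confidence interval 1.09 to 5.38, adjusted p = 0.0476 over 3 lists, one-sided Fisher's exact test on genes called in either direction). As a set the 197 genes did not pass in limma's camera, with an adjusted p = 0.0904 at a preset correlation and an adjusted p = 0.218 at an estimated one. The 8 genes are GPR33, MRGPRG, P2RY12, ADGRE1, TSHR, GHSR, OXTR and ADGRG3. The paper reports this receptor term as enriched on the same samples, and P2RY12, ADGRE1 and OXTR are genes of Table 3. The enrichment is therefore not independent evidence. P2RY12, a receptor for ADP, had an FPKM of 2.32 ± 0.792 in Fe50 and 4.96 ± 1.30 in Fe800 (SD, n = 5 each). ADGRE1, the adhesion receptor known as F4/80 on macrophages, had 0.688 ± 0.505 and 2.40 ± 1.69 (SD, n = 5 each). MRGPRG was listed at 0 in all Fe50 libraries and had 1 or 2 reads in 4 of the 5 Fe800 libraries.

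Of 18 chemokine genes tested, 0 were called in either direction at the study's thresholds (1 at an unadjusted p under 0.05 from limma, CCL2), an odds ratio of 0 (adjusted p = 1 by the same Fisher's exact test). CCL2, which recruits monocytes, had 147 ± 30.1 FPKM in Fe50 and 228 ± 83.7 in Fe800 (SD, n = 5 each). Of 137 cytokine and cytokine receptor genes, IL27, IFNG, IL26 and OSMR were higher and IL5RA was lower, an odds ratio of 2.31 (95% confidence interval 0.728 to 5.64, adjusted p = 0.112 by the same Fisher's exact test). The receptor enrichment was lost with a pseudocount of 1 (odds ratio 0.987), with array weights (1.83) and without Fe50 replicate 1 (1.55), Fe800 replicate 4 (2.35) or Fe800 replicate 5 (2.32). Chemokine genes passed only without Fe800 replicate 3 (odds ratio 10.7). Cytokine genes passed in 8 of 25 settings, such as without Fe800 replicate 3 (odds ratio 3.84). Their odds ratio fell to 0 with a pseudocount of 1.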

GO enrichment analysis showed that G-protein-coupled receptor activity and chemokine activity were significantly enriched (Figure 5B), while KEGG enrichment analysis indicated that the cytokine–cytokine receptor interaction pathway was significantly enriched (Figure 5C). The largest connected component of the PPI network, as shown in Figure 5D, was related to immunity and inflammation.

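Of the 15 genes of the network, 14 could be tested, and 10 were higher and 1 was lower in Fe800 at the study's thresholds. The higher genes were IFIT1, IFNG, TLR8, IFIT5, ACOD1, RSAD2, CLEC7A, ADGRE1, GBP2 and OSMR, and the lower gene was SERPINB1. ACOD1, the macrophage enzyme that makes itaconate, had an FPKM of 1.79 ± 1.11 in Fe50 and 6.24 ± 3.12 in Fe800 (SD, n = 5 each), a log2 fold change of 1.77 (exact permutation p = 0.0238). RSAD2, the interferon-induced antiviral protein viperin, had 1.26 ± 0.775 and 2.91 ± 1.00 (SD, n = 5 each). CLEC7A, the beta-glucan receptor of myeloid cells, had 1.61 ± 1.01 and 3.83 ± 1.49, and GBP2, an interferon-induced GTPase, 0.452 ± 0.241 and 1.12 ± 0.475 (SD, n = 5 each). The cytokine OSM (log2 fold change 0.85, exact permutation p = 0.175), the chemokine CCL11 (1.20, exact permutation p = 0.143) and CCL22 did not pass. The median log2 fold change of the 14 genes was 1.24, and all 11 called genes passed an adjusted p of 0.05 when adjusted over the list alone, while 0 passed over all genes in limma. The study chose these genes on the same samples, so their direction is not independent evidence. As a set they had an adjusted p of 2.13e-09 in limma's camera with a preset correlation, and an adjusted p = 0.0503 with an estimated correlation.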

**FIGURE 5:**
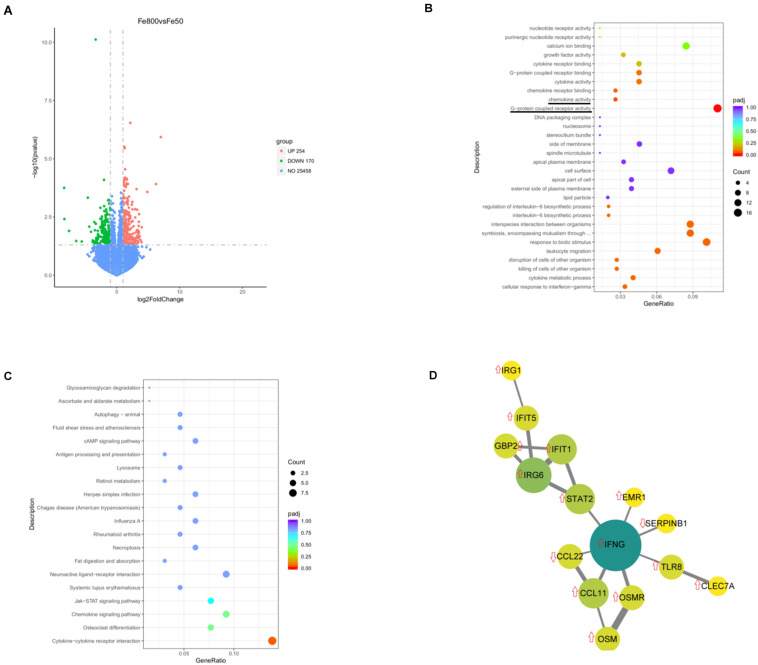
Dietary iron changed colonic transcript profiles. Volcano diagram shows that more than 25,000 gene expressions were detected and quantitated and 424 genes were differential expression genes (DEGs), including 254 upregulated DEGs and 170 downregulated genes **(A)**. Gene Ontology (GO) enrichment analysis showed that G-protein-coupled receptor activity and chemokine activity were significantly enriched **(B)**, while Kyoto Encyclopedia of Genes and Genomes (KEGGs) enrichment analysis indicated that the cytokine–cytokine receptor interaction pathway was significantly enriched **(C)**. The largest connected component of the protein–protein interactions (PPIs) network is shown in **(D)**. Fe50 group (*n* = 5) and Fe800 (*n* = 5) group.

**TABLE 3:** The top 20 up/downregulatory colonic gene expressions.

**gene_name**	**Fe800**	**Fe50**	**log2FoldChange**	***P*-value**
**Upregulated**				
NEURL3	254.0	56.6	2.2	2.86354E-07
PTPRO	106.3	43.8	1.3	3.4817E-06
MS4A7	248.0	97.3	1.3	2.8176E-05
IFIT1	1,451.6	592.2	1.3	6.44434E-05
ITGBL1	250.9	111.0	1.2	8.15475E-05
OSCAR	73.4	32.3	1.2	9.8907E-05
ACOD1	72.6	21.0	1.8	0.0001
OXTR	63.4	0.8	6.3	0.0001
IFNG	57.1	21.2	1.4	0.0001
PON3	17.4	4.4	2.0	0.0004
cC1QA	4,308.3	1,945.4	1.1	0.0004
FBXO39	163.9	79.3	1.0	0.0005
TLR8	363.8	164.3	1.1	0.0005
THRSP	533.7	165.6	1.7	0.0005
MS4A8	159.4	46.3	1.8	0.0006
TOPAZ1	65.7	19.5	1.7	0.0007
P2RY12	53.0	25.3	1.1	0.0008
IFIT5	1,280.4	609.9	1.1	0.0009
ADGRE1	69.6	20.4	1.8	0.0009
S100A12	17.3	2.2	3.0	0.0015
**Downregulated**				
GIF	9.2	93.0	−3.3	7.53398E-11
RPS14	17.8	45.9	−1.4	0.0006
ESPN	38.3	88.6	−1.2	0.0008
NTNG2	10.8	41.9	−2.0	0.0018
SERPINB1	10.2	27.6	−1.4	0.0024
TAPBPL	5.0	17.1	−1.8	0.0032
APELA	1.5	8.0	−2.4	0.0038
CCL22	75.4	206.2	−1.5	0.0040
LAMP3	6.1	20.4	−1.7	0.0051
KCNK10	2.4	10.6	−2.2	0.0066
ACTA1	16.5	101.2	−2.6	0.0086
KCTD16	2.5	12.2	−2.2	0.0097
ANKRD1	2.2	7.6	−1.9	0.0103
ECEL1	2.6	9.5	−1.8	0.0116
LSR	0.2	2.9	−3.5	0.0117
CCDC114	72.4	174.0	−1.3	0.0129
TXK	26.6	59.7	−1.2	0.0148
PYGM	11.5	35.4	−1.6	0.0161
KCNQ1OT1_1	0.4	3.0	−3.0	0.0172
CYP4F22	7.2	23.8	−1.7	0.0185

*The top 20 up/downregulatory differential expression genes (DEGs) of colon from the Fe50 (*n* = 5) and Fe800 (*n* = 5) groups.*

## Discussion

This study explored excess dietary iron on the growth performance and iron deposition in the host and gut lumen, intestine gene expression profile, and intestinal microbiota. The results demonstrated increasing iron supplementation increased diarrheal risk, increased iron deposition (in intestinal digesta, intestine, liver, and serum), and reduced serum UIBC, APOA, and IgA. Excess iron also shifted gut microbiota and colonic gene expression profiles.

Iron is essential for neonates and infants, and adequate iron supplementation contributes to the growth and development in early life, especially in IDA individuals (Black et al., 2004). However, excess iron supplementation is also harmful to host and microbiota (Paganini et al., 2016). O’donovan et al. (1963) reported that a basal diet containing 65 ppm iron with 15 ppm iron supplementation promoted growth rate and feed consumption, and the basal diet supplemented with excess iron, up to 4,000 ppm but not less than 3,000 ppm, reduced the growth rate of pigs. Coincidently, we found that increasing dietary iron supplementation (up to 800 ppm) had no significant effects on growth performance. However, inconsistent results were reported that 4 weeks of dietary supplemented with iron (250 ppm) reduced ADG of piglets, although it did not affect ADFI and ADG to ADFI ratio (Lee et al., 2008). The difference between the results might come from the treatment time or feed formulation. Although it did not affect growth performance, increasing iron increased diarrheal risk; the result was consistent with previous studies in humans and animals (Rincker et al., 2004; Paganini and Zimmermann, 2017). It is still inconclusive of the mechanism of excess iron induced-diarrhea, and the current consensus is that overloaded iron promotes oxidative stress and disrupts intestinal and microbiota function, further leading to diarrhea (Paganini et al., 2016).

Because it excretes very little, iron absorption and metabolism is finely regulated. The bioavailability of iron is limited, ranging from 2–20% for non-heme iron and 15–35% for heme iron, and is inversely related to iron stores (South et al., 2000). In this study, intestinal digesta iron deposition in the highest iron group is up to six times than that in the lowest iron group. Furthermore, the iron content of the high-iron groups excessed up to two times in the intestinal tissue and serum, and three times in the liver. A large amount of iron accumulation would generate free radical species via catalyzing the Fenton reaction, which might be further leading to oxidative stress, inflammation, and microbiota disruption (Nairz and Weiss, 2020). Dietary supplement with 25 g/kg of carbonyl iron induced oxidative stress in the mitochondria, and long-term excess dietary iron damaged liver mitochondrial function (Volani et al., 2017; Atarashi et al., 2018). Serum creatinine and uric acid were increased in iron-overload thalassemia patients, indicating iron overload corrected with kidney dysfunction (Rasool et al., 2016). However, no significant changes were observed in the serum parameter relation with liver and kidney functions in this study. The inconsistent findings may be related to different animal models or iron handing. Increasing iron also did not affect serum Glu and lipid-related metabolites except for APOA, which was coincident with the previous study that iron status was negatively associated with APOA (Zhou et al., 2020).

Previous studies demonstrated that dietary iron (229.2 ± 1.9 μg/g) increased fecal calprotectin, a biomarker of intestinal inflammation, in Kenyan infants (Jaeggi et al., 2015). Dietary iron promoted colonic inflammation and accelerated tumorigenesis through activating the IL-6/IL-11/Stat3 signaling pathway in mice (Chua et al., 2013). Dietary iron (520 mg/kg, Fe_2_SO_4_) promoted duodenal neutrophil counts and inflammation-related genes in pigs (Li et al., 2016a). 

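Across the 137 cytokine and cytokine receptor genes tested, the median log2 fold change in Fe800 was 0.18, and 91 genes had a positive one. The largest among those called was that of IL27. IL26, a cytokine of T cells, had a log2 fold change of 1.25, the oncostatin M receptor OSMR one of 1.21, and IL5RA, the receptor of the eosinophil cytokine IL-5, one of -1.18. CCR1, a chemokine receptor of monocytes and neutrophils, was not called and had 10.2 ± 3.99 FPKM in Fe50 and 18.9 ± 3.67 in Fe800 (SD, n = 5 each), a log2 fold change of 0.95 (exact permutation p = 0.0159). As a set the genes had an adjusted p of 0.0413 over 29 lists in limma's camera with a preset correlation, and an adjusted p = 0.283 with an estimated correlation. The call was lost in 12 of 25 alternative settings, 2 of them chosen after seeing the data, with an adjusted p of 0.00121 to 0.266 when each library was left out in turn. Of the 240 genes of the list found, 103 had a mean FPKM under 0.1 and were not tested.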

In this study, RNA-sequencing analysis of the colon revealed that the cytokine–cytokine receptor interaction pathway was enriched. PPI network analysis revealed the relation of many DEGs, such as interferon-gamma (IFN-γ) and signal transducer and activator of transcription 2 (STAT2). 

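The log2 fold change of IFNG was 1.34 (standard error 0.36), with FPKM values of 0.590 to 1.47 in the Fe50 libraries and 1.79 to 5.02 in the Fe800 libraries. Its adjusted p over all genes was 0.770 from limma. The gene rests on a mean of 21.2 reads per library in Fe50 and 57.1 in Fe800 after scaling by median ratios, and its log2 fold change was 0.90 with a pseudocount of 1. STAT2, a transcription factor of interferon signalling on chromosome 5 (21733030 to 21751354), was listed at 0 in 4 Fe50 libraries and at 0.0452 in replicate 5. In Fe800 its FPKM was 0.0330, 0.0451, 0.0370, 0.151 and 0.376 in replicates 1 to 5 (exact permutation p = 0.0317, n = 5 per group). These values stand for a mean of 0.223 reads per library in Fe50 and 3.15 in Fe800, under the minimum mean FPKM of 0.1, and STAT2 overlaps an unannotated locus on the same strand.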

IFN-γ is well-recognized for its antivirus role and is also essential in resistance to bacteria infection (Shtrichman and Samuel, 2001). CLEC7A, a member of C-type lectin receptors, is produced by myeloid cells to sense pathogens and bacterial infections and could activate immune cells in diarrhea-predominant irritable bowel syndrome (Chi et al., 2020). CLE7A and toll-like receptors (TLRs) could be independent or together to activate immunocytes, such as dendritic cells and T-helper-type 1 (Th1) cells, further inducing IFN-γ production (Loures et al., 2015; Perkins and Vogel, 2015; Zimara et al., 2018). IFN-induced proteins with tetratricopeptide repeats (IFITs) could be generated through the IFN-γ–JAK–STAT1/2 pathway to fight against pathogen infection, and IFIT1-deficiency mice are more sensitive to *Burkholderia cenocepacia* (Van Treuren and Dodd, 2020; Zheng et al., 2020). Oncostatin M treatment promoted peptide-pulsed HepG2 cell-induced IFN-γ production by cytotoxic T cells (Larrea et al., 2009). Th1-associated chemokines CCL11 and Th17-associated chemokines CCL22 are elevated in the eye and lymph nodes of IFN-γ-deficiency mice (Su et al., 2007). Th1-immnue response is vital to resist intracellular pathogens, and IFN-γ could limit iron export out of enterocyte by inhibiting ferroportin-1 (Cassat and Skaar, 2013). In macrophage, IFN-γ could stimulate hepatic hepcidin expression through STAT1 (Sow et al., 2009). These reports and our data suggested that the changes of IFN-γ-STAT2 based gene network induced by high level of iron might be the response to limit iron absorption or anti-infection. 

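Of 24 genes of iron handling that could be tested, 0 were higher and 0 were lower in Fe800 at the study's thresholds, and 2 had an unadjusted p under 0.05 in limma. These were SLC11A1, the iron transporter of macrophage phagosomes (4.36 ± 0.847 FPKM in Fe50 and 6.66 ± 1.53 in Fe800, SD, n = 5 each), and the ferrireductase STEAP4 (0.576 ± 0.154 and 1.40 ± 0.752). SLC11A2, the importer of ferrous iron in enterocytes, had a log2 fold change of -0.56 (0.788 ± 0.225 and 0.498 ± 0.125 FPKM, SD, n = 5 each). The median log2 fold change of the list was 0.12, and its adjusted p in limma's camera was 0.522. Ferroportin-1 (SLC40A1), which exports iron from enterocytes, had a mean of 0.0756 FPKM and the transferrin receptor TFRC one of 0.0454, both under the minimum for testing. Of the 23 list genes found but not tested, 21 overlap an unannotated locus on the same strand. From the changes of the interferon-gamma and STAT2 network together with earlier reports, the paper proposes a response that limits iron absorption or acts against infection.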

Our results also revealed that increasing iron reduced serum IgA, which was also observed in children with beta-thalassemia, indicating that iron overload might impair humoral immunity (Hagag et al., 2016). Collectively, high dietary iron changed intestinal gene expression profile, especially for immune genes.

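The immune gene lists described in this paragraph had positive median log2 fold changes in Fe800. They were written before the data were examined but with Table 3 and Figure 5 already seen. Among other immune cell lists the median was negative for dendritic cells (-0.29) and for B and plasma cells (-0.27). It was positive for T and NK cells (0.17) and for neutrophils and mast cells (0.43). Of 19 interferon-stimulated genes tested, all 19 had a positive log2 fold change and 5 were higher at the study's thresholds (IFIT1, IFIT5, RSAD2, ISG20 and IFI6), with 0 lower. IFI6 had a mean of 7.72 FPKM in Fe50 and 15.5 in Fe800, and EPSTI1, which was not called, 142 and 254. The median log2 fold change was 0.84, and IFIT1 and IFIT5 passed when adjusted over the list alone. Of 12 macrophage markers, 4 were higher, with MS4A7, C1QA and ADGRE1 among them, and 0 lower, the median was 0.60, and these 4 passed when adjusted over the list alone. Of 18 genes of the interferon-gamma response, ACOD1 and GBP2 were higher and 0 lower, the median was 0.48, and 0 passed when adjusted over the list alone. Of 19 pattern recognition receptors, TLR8 and CLEC7A were higher and 0 lower, with a median of 0.32. NOD1, a sensor of bacterial peptides (log2 fold change 0.84), and the inflammasome sensor NLRP3 (0.70) passed with them when adjusted over the list alone without reaching a log2 fold change of 1. Of 16 genes of IgA and the mucosal antibody response tested, 0 were called in either direction. At an unadjusted p under 0.05 in limma 0 passed too, and the set had an adjusted p = 0.189 in limma's camera. Of the 31 list genes found, 15 had a mean FPKM under 0.1 and were not tested. All 15 overlap an unannotated locus on the same strand, so nothing can be said about them.

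In limma's camera with a preset correlation the adjusted p-values were 1.26e-11 for the interferon-stimulated genes, 7.81e-06 for the macrophage markers, 3.66e-05 for the interferon-gamma response and 0.0112 for the pattern recognition receptors. With an estimated correlation these calls were lost, at adjusted p = 0.126, 0.218, 0.218 and 0.256 in the same order. Over all genes, 0 members passed in limma. Of the 44 interferon-stimulated genes found, 40 overlap an unannotated locus on the same strand, tested genes among them. The 25 with a mean FPKM under 0.1, which were not tested, all overlap one. Of the 36 genes of the interferon-gamma response found, 33 overlap one. Among genes with no overlapping locus, a setting chosen after seeing the data, the median of the interferon-stimulated genes was 0.80. Its adjusted p in limma's camera with a preset correlation was 0.00264. For the interferon-gamma response these values were 0.41 and 0.0444.

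**Figure D2:**
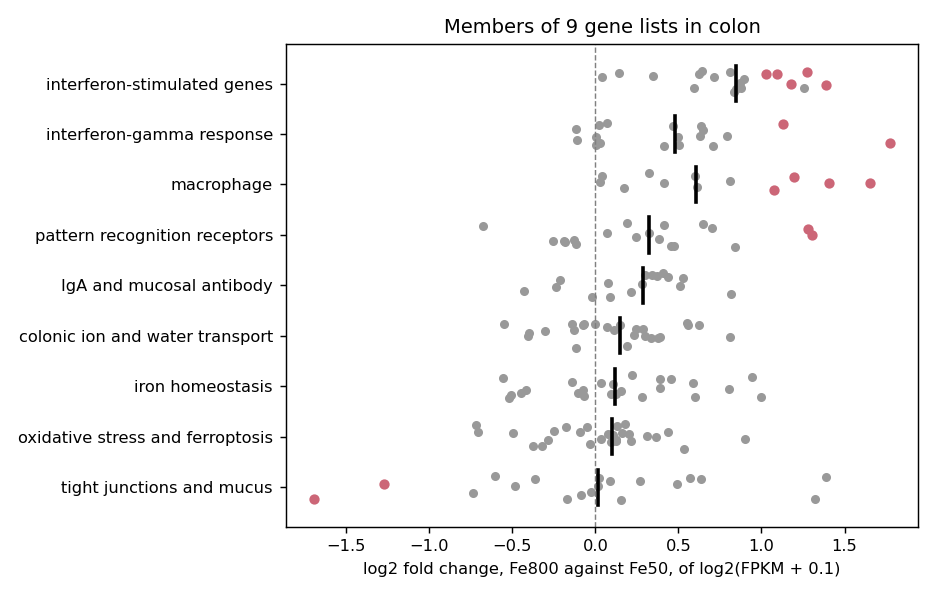
Log2 fold change of Fe800 against Fe50 (horizontal axis, from log2(FPKM + 0.1)) of the tested members of 9 gene lists; each point is a gene, red points passed the study's thresholds and the black bar is the median of the list. The median is 0.84 for the interferon-stimulated genes and 0.12 for iron homeostasis.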

A complex microbial community inhabits the intestine, perceives metal ion limitation or excess via metalloregulatory proteins, and acquires and stores metal in starvation or efflux them while in excess, which would induce cell growth arrest or even death (Chandrangsu et al., 2017). The host tightly regulates pathogen iron access to restrict infection by iron regulatory systems such as hepcidin and lactoferrin. The competition of bacteria with the host for iron is essential for the maintenance of indigenous microbial populations and host health (Chandrangsu et al., 2017). Overload oral iron causes excess iron deposition in the intestine and changes intestinal microbiota in humans and animals (Paganini and Zimmermann, 2017; Ding et al., 2020). Some gram-negative bacteria, such as *Salmonella*, *Shigella*, and pathogenic *E. coli*, require iron for virulence and colonization (Kortman et al., 2014). However, some gram-positive bacteria, such as *Lactobacillus acidophilus*, and unclassical bacteria, such as *Borrelia burgdorferi*, do not need iron (Sabine and Vaselekos, 1967; Posey and Gherardini, 2000). A review by Paganini and Zimmermann (2017) demonstrated that both iron fortification and supplementation in infants and children could disrupt intestinal flora by decreasing bifidobacteria and lactobacilli and increasing enterobacteria such as enteropathogenic *E. coli*. Dietary iron supplemented with iron (up to 250 mg/kg) for 2 weeks linearly increased diarrheal incidence and fecal coliform bacteria in piglets, while the total anaerobic bacteria population was reduced, and coliform bacteria was increased, in diarrheal feces compared with those in normal feces (Lee et al., 2008). A recent study also reported that dietary iron, at a dose of 3,000 ppm, but not 300 ppm, for 4 weeks decreased Clostridiales, Faecalibacterium, and Prevotellaceae, and increased *Desulfovibrio* and *Anaerovibrio* in the cecum of piglets, compared with those of controls (Ding et al., 2020). These studies indicate the regulatory role of dietary iron in intestinal bacteria. Our results also indicated that increasing dietary iron changed the intestinal microbiota, such as decreasing community richness and diversity, increasing Lactobacillus and *L.amy*, and reducing Clostridiales and *L.reu*. However, other populations, such as *E. coli* and bifidobacteria, were unchanged. *Lactobacillus* species, such as *L.reu*, was reported as the main sensors to monitor the gut iron level and were robust in response to intestinal iron deficiency and arrest host iron absorption by its metabolites, for example, reuterin-producing *L.reu* inducing the inhibition of HIF-2a gene expression (Das et al., 2020). *L.amy* is isolated from swine and a potential probiotic bacterium that could produce lactate, acetate, amylovorin, and phytase (Moreno et al., 2008). Together, these data suggest that increasing dietary iron could shift intestinal flora, such as reducing alpha diversity and augmenting the relative abundance of *Lactobacillus*. However, how iron deposition affect the absolute abundance of total bacteria and *Lactobacillus* remains unclear that requires further study.

## Conclusion

In summary, this study reveals the effects of increasing dietary iron on the distribution pattern of iron in the host and gut lumen, intestinal microbiota, and intestine gene expression profile. The results demonstrate that high dietary iron increases diarrheal incidence, changes intestinal immune response-associated gene expression, and shifts gut microbiota. Further studies are needed to analyze the interaction of *Lactobacillus* and the host under conditions of iron excess.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/ Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Animal Welfare Committee of the Institute of Subtropical Agriculture, Chinese Academy of Sciences.

## Author Contributions

HY, SC, and YY designed the experiments, which was performed by SC, XWu, and XWa. SC, QT, and JY analyzed the data. JY and YS prepared the tables and figures. SC and XWu prepared the manuscript. HY, QT, and YY revised the manuscript. All the authors reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ALB: albumin
ALT: alanine aminotransferase
APOA: apolipoprotein
AST: aspartate aminotransferase
BUN: ureal
Ca: calcium
CER: ceruloplasmin
CHHOL: cholesterol
CREA: creatinine
DEG: differential expression gene
*E. coli*: Escherichia coli
GLU: glucose
GO: Gene Ontology
HDL: high-density lipoprotein
IDA: iron-deficiency anemia
IFN- γ: interferon gamma
IgA: immunoglobin A
KEGG: Kyoto Encyclopedia of Genes and Genomes
*L.amy*: *Lactobacillus amylovorus*
*L.reu*: *Lactobacillus reuteri*
LDL: low-density lipoprotein
LPA: lipoprotein
Mg: magnesium
MNPs: iron-containing micronutrient powders
OTBA: total bile acids
OTU: operational taxonomic unit
PPIs: protein–protein interactions
STAT2: signal transducer and activator of transcription 2
STFR: soluble transferrin receptors
TG: triglyceride
Th1: T helper -type 1
TP: total protein
TSFR: transferrin
UA: uric acid
UIBC: unsaturated iron-binding capacity.

# Supplementary material for: Responses of Intestinal Microbiota and Immunity to Increasing Dietary Levels of Iron Using a Piglet Model
**Source:** Front Cell Dev Biol. 2020 Dec 17;8:603392. doi: 10.3389/fcell.2020.603392
**Supplement:** Supplementary file 3

**Supplementary Table 1 Formulation of the basal diet**

| **Ingredients, %** | **content** |
| --- | --- |
| Corn | 61 |
| Soybean | 10 |
| Extruded Soybean | 8 |
| Fermented Soybean | 5 |
| Fish meal | 3 |
| Whey powder | 8 |
| Soybean oil | 0.7 |
| Sucrose | 1 |
| Limestone powder | 0.84 |
| Premix | 2.46 |
| Calcium dihydrogen phosphate | 0.78 |
| Salt | 0.37 |
| Lysine HCl (98%) | 0.64 |
| Anti-oxidant | 0.1 |
| minerals | 0.15 |
| Vitamins | 0.04 |
| Zeolite powder | 0.38 |
| **Analyzed chemical composition** |  |
| Dry matter | 86 |
| Crude protein | 18.89 |
| Ether extract | 3.9 |
| DE, MJ/kg | 14.51 |

**Supplementary Table 2 Data pre-processing statistics and quality control of 16sRNA-sequencing**

| **Sample** | **Raw_**  **reads(#)** | **Clean_**  **Reads(#)** | **Base(nt)** | **AvgLen(nt)** | **Q20** | **GC%** | **Effective%** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Fe50-1 | 52088 | 41857 | 17282886 | 412 | 86.47 | 52.79 | 80.36 |
| Fe50-2 | 65533 | 62573 | 26294776 | 420 | 86.59 | 52.33 | 95.48 |
| Fe50-3 | 69827 | 63050 | 26286745 | 416 | 87.37 | 52.56 | 90.29 |
| Fe50-4 | 62028 | 58363 | 24633491 | 422 | 87.03 | 51.41 | 94.09 |
| Fe50-5 | 64735 | 62639 | 26290120 | 419 | 88.14 | 52.68 | 96.76 |
| Fe50-6 | 58455 | 56023 | 23179937 | 413 | 83.53 | 52.78 | 95.84 |
| Fe50-7 | 59195 | 56450 | 23397812 | 414 | 82.45 | 53.06 | 95.36 |
| Fe50-8 | 67434 | 62422 | 25631865 | 410 | 86.69 | 52.64 | 92.57 |
| Fe100-1 | 69416 | 63906 | 27077226 | 423 | 85.97 | 51.37 | 92.06 |
| Fe100-2 | 98045 | 91492 | 38381531 | 419 | 82.09 | 51.96 | 93.32 |
| Fe100-3 | 63801 | 57643 | 23849123 | 413 | 85.33 | 52.71 | 90.35 |
| Fe100-4 | 75996 | 73202 | 30502019 | 416 | 84.65 | 53.43 | 96.32 |
| Fe100-5 | 82533 | 80141 | 33534448 | 418 | 83.18 | 51.56 | 97.1 |
| Fe100-6 | 60161 | 56314 | 23525474 | 417 | 85.83 | 52.59 | 93.61 |
| Fe100-7 | 62237 | 56096 | 23478282 | 418 | 84.9 | 51.74 | 90.13 |
| Fe100-8 | 88627 | 80248 | 33695004 | 419 | 82.53 | 51.94 | 90.55 |
| Fe200-1 | 77982 | 71934 | 29952223 | 416 | 83.64 | 52.06 | 92.24 |
| Fe200-2 | 63241 | 58799 | 24410832 | 415 | 85.39 | 52.66 | 92.98 |
| Fe200-3 | 56479 | 54234 | 22717432 | 418 | 84.73 | 52.46 | 96.03 |
| Fe200-4 | 66836 | 60959 | 25888697 | 424 | 83.51 | 51.74 | 91.21 |
| Fe200-5 | 77358 | 72906 | 30277298 | 415 | 86.27 | 52.16 | 94.24 |
| Fe200-6 | 87847 | 80204 | 33969584 | 423 | 83.26 | 51.19 | 91.3 |
| Fe200-7 | 87143 | 84371 | 35228786 | 417 | 84.54 | 52.28 | 96.82 |
| Fe200-8 | 93308 | 84637 | 35771484 | 422 | 81.12 | 51.4 | 90.71 |
| Fe500-1 | 84552 | 80133 | 33502180 | 418 | 81.19 | 51.65 | 94.77 |
| Fe500-2 | 100614 | 95491 | 39941049 | 418 | 83.2 | 51.68 | 94.91 |
| Fe500-3 | 82563 | 80242 | 33769169 | 420 | 82.74 | 51.55 | 97.19 |
| Fe500-4 | 73595 | 70142 | 29401094 | 419 | 84.07 | 51.76 | 95.31 |
| Fe500-5 | 65224 | 61283 | 25622688 | 418 | 84.41 | 51.53 | 93.96 |
| Fe500-6 | 60952 | 58410 | 24283982 | 415 | 86 | 51.93 | 95.83 |
| Fe800-1 | 72385 | 67232 | 28554590 | 424 | 83.49 | 51.05 | 92.88 |
| Fe800-2 | 70220 | 67843 | 28496243 | 420 | 85.72 | 51.71 | 96.61 |
| Fe800-3 | 70650 | 64610 | 27441246 | 424 | 86.84 | 50.87 | 91.45 |
| Fe800-4 | 55329 | 51661 | 21854267 | 423 | 86.85 | 51.04 | 93.37 |
| Fe800-5 | 82050 | 80150 | 34138584 | 425 | 85.17 | 50.74 | 97.68 |
| Fe800-6 | 78248 | 75075 | 31712523 | 422 | 82.03 | 52.11 | 95.94 |
| average | 71905 | 67391 | 28241444 | 418 | 84.5 | 51.99 | 93.63 |

Raw_reads(#), Clean_Reads(#), Base(nt), AvgLen(nt), Q20, GC%, and Effective% of each sample in Fe50 (n=8), Fe100 (n=8), Fe200(n=8), Fe500 (n=6), and Fe800 (n=6) groups.

**Supplementary Table 3 Alpha diversity indices of the cecal microbiota of piglets**

|  | **Fe50** | **Fe500** | **Fe800** | **SEM** | ***P*-value** |
| --- | --- | --- | --- | --- | --- |
| Shannon | 4.252a | 3.458a | 2.804b | 0.295 | 0.0011 |
| Simpson | 0.834a | 0.734ab | 0.636b | 0.048 | 0.0077 |
| Chao1 | 372.258a | 355.007a | 227.019b | 29.787 | 0.0013 |
| ACE | 385.354a | 367.13a | 234.53b | 30.645 | 0.001 |

Richness estimator (Chao1 and ACE), and diversity estimator (Shannon and Simpson) were analyzed by mothur software of the piglets from Fe50 (n=8), Fe500 (n=7), and Fe800 (n=6) groups. Ordinary one-way ANOVA or Kruskal-Wallis test was used for the statistical analysis among different groups. Data were presented as Mean ± SEM. Means in a row that have no superscript shared are significantly different from each other (P<0.05).

**Supplementary Table 4 The top 10 taxa at the phylum, class, order, family, genus level of cecal microbiota**

Top 10 microbial population at different taxonomy level in cecum of piglets from Fe50 (n=8), Fe500 (n=7), and Fe800 (n=6) groups. Ordinary one-way ANOVA or Kruskal-Wallis test was used for the statistical analysis among different groups. Data were presented as Mean ± SEM. Means in a row that have no superscript shared are significantly different from each other (P<0.05).

**Supplementary Table 5 Data pre-processing statistics and quality control of RNA-sequencing**

| **sample** | **raw_**  **reads** | **clean_**  **reads** | **clean_**  **bases** | **error_**  **rate** | **Q20** | **Q30** | **GC_pct** | **GC_pct** | **rRNA_pct** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Fe50-1 | 27390344 | 26761684 | 8.03G | 0.03 | 97.1 | 92.43 | 54.71 | 54.71 | 0.63 |
| Fe50-3 | 28345630 | 27717076 | 8.32G | 0.03 | 96.82 | 91.79 | 54.1 | 54.1 | 0.6 |
| Fe50-4 | 30185622 | 29745789 | 8.92G | 0.03 | 97.07 | 92.27 | 52.65 | 52.65 | 0.58 |
| Fe50-5 | 27919292 | 27511946 | 8.25G | 0.03 | 96.8 | 91.71 | 54.47 | 54.47 | 0.36 |
| Fe50-6 | 28262668 | 27680822 | 8.3G | 0.03 | 97.04 | 92.26 | 54.03 | 54.03 | 0.4 |
| Fe800-1 | 35312260 | 34544148 | 10.36G | 0.03 | 96.31 | 94.63 | 54.55 | 54.55 | 0.43 |
| Fe800-2 | 28222247 | 27854915 | 8.36G | 0.03 | 96.23 | 94.53 | 54.77 | 54.77 | 0.44 |
| Fe800-6 | 29026010 | 28279548 | 8.48G | 0.03 | 96.72 | 95.19 | 53 | 53 | 0.42 |
| Fe800-3 | 30934019 | 30303068 | 9.09G | 0.03 | 96.45 | 91.04 | 53.91 | 53.91 | 0.36 |
| Fe800-4 | 30591449 | 30055898 | 9.02G | 0.03 | 96.67 | 95.13 | 54.17 | 54.17 | 0.41 |
| average | 29618954 | 29045489 | 8.71G | 0.03 | 96.72 | 93.10 | 54.04 | 54.04 | 0.463 |

raw_reads, clean_reads, clean_bases, error_rate, Q20, Q30, GC_pct, GC_pct, and rRNA_pct of each sample in Fe50 (n=5) and Fe800 (n=5) groups.

How the deposited data were processed for this re-analysis (not part of the article)

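RNA of frozen colon from 5 piglets of the Fe50 group and 5 of the Fe800 group was sequenced as paired-end reads. The paper and the submitters' processing notes give HISAT2 2.0.5 for mapping, featureCounts 1.5.0-p3 for counting and DESeq2 1.16.1 for the authors' own differential expression. The authors deposited FPKM values, 1 file per library, with gene coordinates, strand, length and biotype. The genome build, the annotation release, the strand setting and the denominator of the FPKM values are not given in the sources used here. Libraries were assigned to groups and replicate numbers from the sample labels. Replicates are taken as separate piglets, as the paper's n of 5 per group states, and p-values measure the spread between these libraries.

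FPKM multiplied by gene length gave whole reads for 100% of the values at a tolerance of 0.01. The recovered reads come to 15.0% of the paper's clean reads, taken as the ratio of the medians over all libraries. The recovered reads show the depth behind a value and give precision weights in 1 alternative; no count model was applied to them, since the deposited unit is FPKM. The means that Table 3 gives per group were matched within 0.05 for 80 of 80 values by the recovered reads after scaling by median ratios. Symbols come from the deposited files for 18008 genes and from a table of gene names for 973 more.

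Genes with a mean FPKM of at least 0.1 over the 10 libraries were tested with limma 3.58.1 (R 4.3.3, lmFit and eBayes with a trend) on log2(FPKM + 0.1), Fe800 against Fe50, two-sided. The study's thresholds were taken as an unadjusted p under 0.05, from its methods, and an absolute log2 fold change over 1, from the lines of Figure 5A. Values of single genes are means ± SD of FPKM with an exact permutation test over all 252 splits on log2(FPKM + 0.1), two-sided. Enrichment of 3 lists used a one-sided Fisher's exact test against all tested genes with a symbol, adjusted over the 3 lists. The lists for receptors, chemokines and cytokines were written by hand as symbol patterns, since no GO or KEGG database was used here. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 29 lists, and again with an estimated correlation. Lists of pathways cover interferon-stimulated genes, interferon-gamma response, iron homeostasis, oxidative stress and ferroptosis, pattern recognition receptors, IgA and mucosal antibody, tight junctions and mucus, colonic ion and water transport and the Figure 5D network. Lists of cell types and tissues cover macrophage, dendritic cell, T and NK cell, B and plasma cell, neutrophil and mast cell, epithelium, smooth muscle, striated muscle, fibroblast and endothelium, enteric neuron and glia, stomach, small intestine and pancreas, liver, blood, handling and stress, mitochondrially encoded genes and cell cycle.

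The genes named were set by a rule: every gene that the results text, Table 3 or Figure 5D names, the 10 higher and 10 lower genes with the smallest p among genes with a symbol, a log2 fold change beyond 1 in size and a mean FPKM of at least 0.5, and up to 4 members per list with the smallest p. Genes of the first kind were chosen with the paper's values seen. Genes named outside the rule, such as CD3E, EPCAM, FTH1, IFI6, EPSTI1 and IL26, were chosen after their values were seen. Some single genes that the rule or the lists hold are not reported. The steps were tested on simulated data with 21155 genes, of which 100 were changed by a log2 fold of 1, 100 by 2, and the 19 interferon-stimulated genes by 0.8. At an adjusted p under 0.05, 21 and 67 of these were recovered, and at the study's thresholds 41 and 95. Of 20936 unchanged genes, 490 passed the study's thresholds and 9 passed the adjusted p. The simulated list had a median of 0.92 and was called by camera, with 0 of 28 other lists.

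The alternatives set before the data were examined were a pseudocount of 1, no filter, a minimum mean FPKM of 1, scaling by median ratios and to TPM, a replicate block, no variance trend, array weights, precision weights from the recovered reads, protein-coding genes only, an estimated correlation, a ratio of group means, an unadjusted p alone, and leaving out each library in turn. Those added after seeing the data were genes with an Ensembl identifier only, genes that overlap no other locus on the same strand, leaving out both Fe50 replicate 4 and Fe800 replicate 5, and a term for XIST. The Supplementary Table 5 values were used as group ranges, since its library names do not match the labels. Tables were handled with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. The other iron groups and the microbiota data were not used here.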

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

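The test of read depth on the interferon-stimulated genes was set before its result was seen. The term for XIST was chosen after seeing the data, and the other tests in this part were chosen after the result was seen.

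The 19 interferon-stimulated genes had a median log2 fold change of 0.84 in Fe800, and 2 of 100 splits of the libraries, the real one included, gave a median as large (highest other 0.890), which decides nothing, since 3 of the 5 called genes are ones the study named on these samples. For the 16 genes that neither Table 3 nor Figure 5D names, the median was 0.82 and 1 of 100 splits, the real one, gave one as large (highest other 0.696), but chance is not excluded, since the list was written with the study's interferon genes seen, its members vary together, and its set call is lost with an estimated correlation (adjusted p = 0.126 in limma's camera). More reads in the Fe800 libraries do not account for it, since the median was 0.85 with every library thinned to the smallest total, nor does the unequal number of libraries with XIST, since it was 0.75 with a term for XIST. A sequencing batch aligned with the group cannot be told apart from the diet. The paper's Q30 was above every Fe50 library in 4 of the 5 Fe800 libraries. Its Q20 ran the other way, at 96.23 to 96.72 in Fe800 and 96.80 to 97.10 in Fe50. These values could not be joined to single libraries, so a response to the diet stays open beside such a batch.

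Many genes that every cell uses are listed near 0: ACTB at a mean of 1.03 FPKM, B2M at 0.0950 and FTH1 at 0, and a candidate explanation is that reads in both a gene and an overlapping unannotated locus were not counted for the gene. The 51 ribosomal protein genes that overlap such a locus on the same strand had a median FPKM of 0.702 and the 23 that do not had 1078, a difference in mean log2(FPKM + 0.1) of -6.28 (permutation p = 2e-05, the smallest that the permutations can give). Over all protein-coding genes the contrast is smaller, with medians of 0.0421 with such a locus and 0.250 with none on the same strand, and 35.5% and 31.0% listed at 0 (35.2% with none on either strand). Too few reads per library do not account for the difference between the ribosomal protein genes, given that median of 1078 in the same libraries, although 7 of the 23 without the overlap were below 1 FPKM too, and no biological explanation was tested.

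Fe50 replicate 4 lay at 136 on the first principal component, and the other libraries lay between -67.9 and 31.1. Its T and NK cell markers were 1.06 above the mean of the other 9 libraries (log2, median of 17), the 100th percentile of 10000 random lists of genes at similar levels, and its dendritic cell markers 1.27 higher, which may reflect more lymphoid tissue in that sample. Fe800 replicate 5, at 30.1 on that component, had nearly as high a T and NK cell score (0.867 against 0.955, median deviation from the mean of all 10 libraries), so these markers alone do not set its place. Sex does not account for its place, since 96.9% of its distance on that component was kept without the genes of chromosomes X and Y. The design gives no biological contrast for this library, since the other Fe50 libraries share its diet.

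For other results, the same count of splits asked whether chance can be excluded. It cannot for the number of genes at an adjusted p under 0.05 (2 genes, 53 of 100 splits as large, highest other 8), for the number at the study's thresholds (542 genes, 22 of 100, highest other 939), for the enrichment of receptor genes (odds ratio 2.61, 7 of 100, highest other 2.93) or of cytokine genes (2.31, 32 of 100, highest other 4.49), or for the medians of the macrophage list (0.60, 7 of 100, highest other 0.723) and of the pattern recognition receptors (0.32, 7 of 100, highest other 0.385). The count decides nothing for the whole interferon-gamma response (0.48, 3 of 100, highest other 0.509), since both of its called genes are in the Figure 5D network. For its 16 genes that neither Table 3 nor Figure 5D names, chance is not excluded either (0.44, 4 of 100, highest other 0.509), for the reasons given for the interferon-stimulated genes, and the set call of the whole list is lost with an estimated correlation (adjusted p = 0.218 in limma's camera). The count also decides nothing for the Figure 5D network (1.24, 1 of 100, highest other 1.09), since the study chose its genes on these samples.

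In 14 of 120 pairs of a gene and a group, 1 library lay apart from its group by Dixon's test, where chance gives 6, and in 4 of 66 further pairs of a list or other measure. THRSP was at 153 FPKM in Fe800 replicate 5, OSM at 13.6 in Fe800 replicate 2, TAPBPL at 2.28 in Fe50 replicate 4, KCNK10 at 1.84 in Fe50 replicate 2, and P2RY12 at 0.928 in Fe50 replicate 1. STAT2 was at 0.0452 in Fe50 replicate 5 and LSR at 0.142 in Fe800 replicate 2, each listed at 0 in the other libraries of its group. The remaining entries are noncoding RNA genes with a mean of at most 3 reads per library in each group. U6 copies were at 2.14 in Fe50 replicate 1, 4.03 in Fe800 replicate 4 and 9.74 in Fe800 replicate 3, while TTC28-AS1_4 in Fe800 replicate 1, ssc-mir-191 and PVT1_4 in Fe800 replicate 3 and SNORA19 in Fe50 replicate 4 were listed at 0. The median deviation from the mean of all 10 libraries (log2) was 0.52 for chemokine genes and 0.15 for handling and stress genes in Fe50 replicate 4, 0.57 for stomach genes in Fe800 replicate 4 and 0.48 for handling and stress genes in Fe800 replicate 2.

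The only genes past an adjusted p of 0.05 in limma (adjusted p = 0.00557 for both) lie outside those the paper discusses. An unannotated locus on chromosome 12 from 22629882 to 22630156 averaged 1.21 FPKM in Fe50, 1 or 2 reads per library, and was listed at 0 in all Fe800 libraries. An unannotated locus on chromosome X from 95017474 to 95045125 averaged 0.648 FPKM in Fe800, 1 read per library, and was listed at 0 in all Fe50 libraries.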

How the results depend on the processing

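The settings that keep only annotated genes or genes with no overlapping locus, that leave out both Fe50 replicate 4 and Fe800 replicate 5, or that add a term for XIST were chosen after seeing the data; the others were set before.

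Genes at an adjusted p under 0.05 (1 higher, 1 lower) numbered 0 in both directions with a minimum mean FPKM of 1, the replicate block, read weights, protein-coding genes only and annotated genes only. There were 2 higher with no variance trend, 0 higher with no overlapping locus, 0 lower with a pseudocount of 1, and 3 higher and 2 lower without both libraries that stand apart. Leaving out each library in turn gave 1 to 6 higher and 1 to 5 lower. At the study's thresholds (348 higher, 194 lower) there were 91 and 61 with a pseudocount of 1, 156 and 84 with a minimum mean FPKM of 1, 170 and 80 among protein-coding genes, 182 and 97 among annotated genes, 188 and 125 with no overlapping locus, and 688 and 361 with an unadjusted p alone. Leaving out each library in turn gave 301 to 442 higher and 159 to 224 lower. A larger pseudocount shrinks the folds of low genes, and the filters test fewer genes; beyond that the cause was not tested.

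The odds ratio of receptor genes (2.61) was not past the threshold with a pseudocount of 1 (0.987), array weights (1.83), annotated genes (2.55), no overlapping locus (2.21) and without both libraries that stand apart (1.27), and ranged from 1.55 to 3.37 with each library left out. That of cytokine genes (2.31) passed with the replicate block (2.90), no variance trend (2.83), array weights (3.18), protein-coding genes (2.99) and genes called at an unadjusted p alone (2.10), and ranged from 1.64 to 3.84 with each library left out; it passed without Fe50 replicate 3, Fe800 replicate 2 or Fe800 replicate 3, and fell to 0 with a pseudocount of 1 and to 1.89 with read weights. That of chemokine genes (0) ranged from 0 to 10.7 with each library left out. With an estimated correlation, the adjusted p was 0.126 for the interferon-stimulated genes, 0.218 for the interferon-gamma response, 0.256 for the pattern recognition receptors and 0.0503 for the Figure 5D network; these calls of interferon-stimulated genes, interferon-gamma response and Figure 5D network held in all other settings run. The pattern recognition receptors also missed the threshold with no filter (0.109) and with protein-coding genes (0.0532), and ranged from 0.000331 to 0.114 with each library left out. The IgA and mucosal antibody list passed with a minimum mean FPKM of 1 (0.0416). The receptor genes as a set passed with a minimum mean FPKM of 1 (0.00133) and without Fe50 replicate 2 (0.0386). The causes were not tested. No result changed sign past its threshold.

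The replicate numbers share no stated litter or day: the correlations of deviations between libraries of the same number were 0.06, -0.03, 0.16, -0.02 and -0.03, and 2 of 5 correlated best with their own number. With the replicate block, 380 genes were higher and 240 lower at the study's thresholds, of which 482 were among the 542 without it.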

Differences from the paper's values

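Of 40 log2 fold changes in Table 3, 10 differ from those computed here as a difference of mean log2(FPKM + 0.1), all in the same direction. A value was counted as differing when the gap was larger than the standard error of the gene's own log2 fold change here, so that gaps of similar size count for GIF and not for genes with a larger error such as APELA and CCL22. The ratio of means, an alternative set before the data were examined, gives a value that no longer differs for each of the 10. OXTR log2 fold change was 6.3 in the paper and 2.94 here, and 6.25 as a ratio of means. S100A12 log2 fold change was 3.0 in the paper and 1.53 here, and 2.99 as a ratio of means. LSR log2 fold change was -3.5 in the paper and -1.69 here, and -3.69 as a ratio of means. TAPBPL log2 fold change was -1.8 in the paper and -1.14 here, and -1.72 as a ratio of means. For these 4 genes every other alternative that was run still differs.

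GIF log2 fold change was -3.3 in the paper and -2.79 here; TPM scaling, array weights, read weights, and the fits without Fe50 replicate 1, 2 or 4 or without Fe800 replicate 4 or 5 no longer differ, and the others do. KCNK10 log2 fold change was -2.2 in the paper and -1.32 here, and ANKRD1 log2 fold change was -1.9 in the paper and -1.17 here; TPM scaling and read weights no longer differ for either, and the others do. NTNG2 log2 fold change was -2.0 in the paper and -1.30 here, and does not differ without Fe50 replicate 3 or 5 or Fe800 replicate 5. CCDC114 log2 fold change was -1.3 in the paper and -0.73 here, and does not differ without Fe50 replicate 2, 3 or 5 or Fe800 replicate 2. PYGM log2 fold change was -1.6 in the paper and -0.83 here, and does not differ without Fe50 replicate 2 or 5 or Fe800 replicate 1. For these 3 genes the remaining alternatives differ.

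At the study's thresholds, 33 of the 40 genes of Table 3 passed here and 7 did not. NTNG2 passed with TPM scaling, the replicate block, protein-coding genes only and without Fe50 replicate 3 or 5 or Fe800 replicate 5. CYP4F22 (log2 fold change -1.29) passed with the replicate block, without Fe50 replicate 4 and with the term for XIST, which was chosen after seeing the values. S100A12 passed without Fe800 replicate 1 or 4, TXK (-0.89) without Fe50 replicate 5 or Fe800 replicate 5, and CCL22 (-0.99) without Fe50 replicate 3 or 5, while CCDC114 and PYGM passed in none of the settings run.

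Of the 15 genes of Figure 5D, all 15 had the direction the figure marks, counting the means of STAT2. CCL11, CCL22 and OSM did not pass here, CCL11 passed without Fe800 replicate 3 or 4, and STAT2 was below the minimum for testing; with no filter its log2 fold change was 0.89, under 1. The paper gives chemokine activity as enriched, and here 0 of 18 chemokine genes were called; the list passed without Fe800 replicate 3 (odds ratio 10.7, adjusted p = 0.00635, with a range of 0.00635 to 1 over all settings). The paper gives cytokine-cytokine receptor interaction as enriched, and here the odds ratio was 2.31 with an adjusted p of 0.112; it passed with the replicate block, no variance trend, array weights, protein-coding genes only, genes called at an unadjusted p alone, and without Fe50 replicate 3, Fe800 replicate 2 or Fe800 replicate 3. The lists here were written by hand and differ from those of GO and KEGG.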

Other observations

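Of 19 genes of tight junctions and mucus, 0 were higher and 2 were lower at the study's thresholds. These were ESPN, an actin-bundling protein of the brush border (7.46 ± 2.46 FPKM in Fe50 and 3.25 ± 1.66 in Fe800, SD, n = 5 each), and LSR, a protein of tricellular junctions. Table 3 gives both as downregulated on the same samples, so these calls are not independent evidence. With MUC2, the main mucin of the colon (0.926 FPKM in Fe50 and 0.525 in Fe800, log2 fold change -0.73, from a gene that overlaps an unannotated locus on the same strand), 3 were lower at an unadjusted p under 0.05 in limma, and 0 passed when adjusted over the list alone. Of 25 genes of ion and water transport and of 28 genes of oxidative stress and ferroptosis, 0 were called (0 and 2 at an unadjusted p under 0.05 in limma). GPX3, an extracellular glutathione peroxidase, had 25.1 ± 9.60 FPKM in Fe50 and 46.1 ± 12.5 in Fe800, a log2 fold change of 0.90 (exact permutation p = 0.0238, n = 5 per group). The adjusted p in limma's camera was 0.522 for tight junctions and mucus and for ion transport and 0.691 for oxidative stress.

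Among markers of cell types, FABP2, a fatty acid-binding protein of enterocytes, was the only called gene of 16 epithelial genes and of 5 genes of small intestine and pancreas (adjusted p of the lists 0.609 and 0.522). LAMP3 was lower among 10 dendritic cell genes (median log2 fold change -0.29, adjusted p = 0.238 in limma's camera). ACTA1 and ANKRD1 were lower among 11 striated muscle genes (adjusted p = 0.371), and GIF was lower among 9 stomach genes (adjusted p = 0.271). Table 3 gives LAMP3, ACTA1, ANKRD1 and GIF as downregulated on the same samples, so these calls are not independent evidence. No gene was called among 17 of T and NK cells (median 0.17, adjusted p = 0.522), 5 of B and plasma cells (-0.27, 0.522), 7 of neutrophils and mast cells (0.43, 0.107), 15 of smooth muscle (-0.12, 0.274), 8 of fibroblasts and endothelium (0.32, 0.0630), 12 of enteric neurons and glia (0.09, 0.618), 3 of liver (0.24, 0.647), 8 of blood (0.26, 0.618), 9 of handling and stress (0.05, 0.548), 2 of the mitochondrial genome (-0.14, 0.548) and 12 of the cell cycle (0.06, 0.846). Without Fe50 replicate 4 the T and NK cell list had an adjusted p of 0.00721 (0.00721 to 0.978 over the settings with a library left out). Other lists also passed in some settings: neutrophils and mast cells in 2 (without Fe50 replicate 2 and, at 0.0246, without Fe800 replicate 4), fibroblasts and endothelium in 4 (the replicate block at 0.0200, read weights, and without Fe50 replicate 2 or Fe800 replicate 2) and smooth muscle in 1 (the replicate block at 0.0461).

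The libraries fall into 2 kinds by genes of the sex chromosomes, and the paper's text does not state the sex of the piglets. XIST summed to 748 to 910 FPKM in Fe50 replicates 3, 4 and 5 and Fe800 replicate 4 and was listed at 0 in the other 6, while genes of chromosome Y summed to 54.7 to 80.3 FPKM in those 4 libraries and to 577 to 1119 in the other 6. The groups therefore hold 3 of 5 and 1 of 5 libraries with XIST. With a term for XIST, a setting chosen after seeing the data, 356 genes were higher and 216 lower at the study's thresholds, of which 346 were among the 542 called without it.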
